A study of Mus musculus with 4 samples. Its data were reported in "TUT1-catalyzed U6 snRNA 3′-end maturation is essential for RNA splicing and stem cell survival" (2026).

How the data were processed

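Dorsal and medial palliums of mouse embryos at E11.5 were measured in 4 libraries, 2 from WT embryos and 2 labelled Tut1 knockout (a floxed Tut1 allele recombined by Emx1-Cre). The sample labels give the controls only as WT. The study lists all 4 libraries as homozygous for the floxed allele, so WT here means that Cre was absent. The groups and replicate numbers are those of the sample labels, and the 4 columns of the table matched the sample descriptions by name. How many embryos went into each library is not stated.

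The deposited file is a table of raw read counts for 16449 genes, which the authors made from Nanopore long reads of poly(A)-enriched RNA. According to the methods of the study, reads were aligned with minimap2 to the Ensembl mouse transcriptome and processed with FLAIR. How isoforms were summed per gene, how reads mapping to several genes were treated and whether strand was used are not stated. Reads of pseudogenes can therefore be exchanged with those of their parent genes, and processed pseudogenes held 13.6% and 14.0% of counts in the WT libraries and 12.2% and 13.2% in the libraries labelled knockout. Of the genes called, 4 were processed pseudogenes and 110 were protein-coding. The counts had no normalization. Their totals lie far below the read numbers the study gives for these libraries, and why the other reads were not counted is not stated. Isoform and splicing tables were not used here, so splicing was not analysed here.

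Gene symbols, positions, transcript lengths and GC content came from GENCODE M21 on GRCm38, an older release on the same build as the authors' annotation. It matched 16429 identifiers (99.9%) and left 20 unmatched. Coordinates are 1-based.

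Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), which left 5878 genes. Libraries were scaled by TMM, dispersions were estimated with estimateDisp, and groups were compared with glmQLFit and glmQLFTest in their default form for this version, two-sided, with no covariate. The common dispersion corresponded to a biological coefficient of variation of 10.5%, and with 2 residual degrees of freedom the test leaned on 37.5 prior degrees of freedom. P-values were adjusted by Benjamini-Hochberg over all tested genes. Thresholds were an adjusted p below 0.05 and, in addition, a change of more than 2-fold. Each standard error is the absolute log2 fold change divided by the square root of the F statistic. Values in CPM use TMM-scaled library sizes. Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01), and with fry and an estimated correlation as alternatives. Log2 CPM used a prior count of 2. Floors of 3 counts cover counting error only.

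The genes named were fixed by a rule. Tut1, Usb1, Trp53, Cdkn1a, C1qbp, Emx1, Pax6, Sox2, Eomes, Dcx and Mki67 were always named. As more than 10 genes passed both thresholds, the 5 largest rises and 5 largest falls were named among those with a mean count of 10 or more whose libraries labelled knockout both lay beyond both WT libraries. From each gene list, at most 5 members past the threshold over all genes were named, by smallest p. Genes named outside this rule, such as Rn7sk, the sex-linked genes and the microglia genes, were singled out after their values were seen, although the lists of sex-linked and other-tissue genes were written beforehand.

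The tests, groups, gene lists and most alternatives were fixed before the data were examined. Alternatives were median-of-ratios size factors, total counts only, no filter, a filter of 10 counts in 2 libraries, which was planned as stricter but kept 5958 genes, DESeq2 1.42.0, limma-voom, the replicate number as a block, leaving out each library in turn, thinning to the smallest library, and removal of each library's trend on transcript length by loess (span 0.5). When a library was left out, the same 5878 genes were tested and the lone library of its group was assumed to vary like the others. The bias-adjusted quasi-likelihood of edgeR was first run as the main test, mistaken for the default, and gave 136 genes, 89 of them more than 2-fold. After these results were seen it was replaced by the default form, since the fixed design names no option, and it was kept as an alternative. The alternatives added after the data were seen were this form, removal of the trend on GC content, and DESeq2 without its independent filter.

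The procedure was tested on simulated counts for the 5878 genes, with 200 genes changed in each of 5 simulations of the comparison of 2 against 2 libraries. EdgeR found 36.7% of 2-fold changes and 86.4% of 4-fold changes, and 2.1% and 3.4% of its calls were false. DESeq2 found 15.9% and 64.2%, and limma-voom 35.8% and 78.3%. Camera found a list of 30 genes raised by 0.6 on the log2 scale in 20 of 20 simulations and called an unchanged list in 0 of 20, at an unadjusted p below 0.05. With an estimated correlation it also found the raised list in 20 of 20. That second form was added to the simulation after seeing the data. The simulations used 1 dispersion for all genes, so real calls can hold more false ones. Figures were drawn with matplotlib 3.10.9.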

Results

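Long-read RNA sequencing was performed on the dorsal and medial palliums, the parts of the embryonic forebrain wall that form the neocortex and hippocampus, of E11.5 mouse embryos. Tut1 encodes a terminal uridylyltransferase that adds uridines to the 3′ end of U6 snRNA, an RNA of the spliceosome. The comparison asked which transcripts differ in abundance when Tut1 is deleted in neural stem cells with Emx1-Cre. It comprised 2 wild-type (WT) libraries and 2 libraries labelled Tut1 knockout.

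Few reads were counted per library. The total counts over genes were 361003 and 392579 in WT replicates 1 and 2, and 397150 and 305642 in replicates 1 and 2 labelled Tut1 knockout. At least 1 count was found for 12442 and 12788 genes in the WT libraries and for 13158 and 12522 genes in the libraries labelled knockout. Requiring at least 5 counts moved these values most, to 7760 and 8177 genes in WT and to 8591 and 7600 genes in the libraries labelled knockout. Over the 5878 genes that were abundant enough to be tested, the median count per library lay between 19 and 25, so that a typical tested gene rested on few counts. These totals are those of the deposited table and not of the sequencing, which according to the study yielded many more reads per library. Which reads went uncounted is not known.

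Libraries of 1 genotype resembled each other more than those of the other genotype. Across the 5878 tested genes, Pearson's correlation of log2 CPM (counts scaled to the library total) was 0.935 between the WT libraries and 0.933 between the libraries labelled knockout. Between genotypes it ranged from 0.902 to 0.914. These are correlations across genes, which are not independent replicates. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 1.53 in WT and 1.46 in the libraries labelled knockout. No pair of libraries thus looked like 1 library deposited again, and each was counted as a separate sample, as labelled. Noise from library preparation would also give such values, so they do not show that the replicates came from separate embryos.

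The libraries also differed in sex. WT replicate 1 had 64 counts of Xist and no counts of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y. The other 3 libraries had no Xist count, and their summed counts of these Y-linked genes were 71 in WT replicate 2, 78 in replicate 1 labelled knockout and 41 in replicate 2 labelled knockout. These counts argue against a shared embryo behind the WT libraries, and leave this open for the libraries labelled knockout. No comparison between genotypes could be made among female libraries.

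Tut1 itself (ENSMUSG00000071645; GRCm38 chromosome 19, 8953847 to 8966210) was examined first, since it checks the labels. Its counts were 6 and 11 in WT and 29 and 25 in the libraries labelled knockout. The normalised level was 24.4 ± 8.9 CPM in WT and 81.9 ± 6.9 CPM in the libraries labelled knockout (mean ± SD, n = 2 each). Tut1 transcripts were thus more abundant in the libraries labelled knockout, by a log2 fold change of 1.71 ± 0.40 (SE; edgeR quasi-likelihood test, adjusted p = 0.0113). This is opposite to a loss of the transcript. The floxed allele lacks only an exon after recombination, and a count over the whole gene cannot show whether that exon was present, so the genotype of these libraries was not verified by these data. Every direction given here follows the deposited labels. The rise was kept when any library was left out, but its adjusted p was 0.133 without WT replicate 1, 0.200 without knockout-labelled replicate 1 and 0.160 without knockout-labelled replicate 2.

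Across all tested genes, 121 differed between the libraries labelled Tut1 knockout and WT at an adjusted p below 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 82 were higher and 39 were lower in the libraries labelled knockout. A change of more than 2-fold was additionally seen for 80 genes, 66 higher and 14 lower. The number of genes depended strongly on the test and on single libraries. DESeq2 with its independent filter called 13 genes, 8 of them more than 2-fold, all among the genes called by edgeR. Without knockout-labelled replicate 1 only 3 genes were called by edgeR, and without knockout-labelled replicate 2 there were 35. Leaving out WT replicate 1, the only female library, gave 75 genes, of which 54 were shared with the 121. Scaling by total counts alone gave 129 genes, 81.4% of them higher, against 67.8% higher among the 121.

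**Figure D1:**
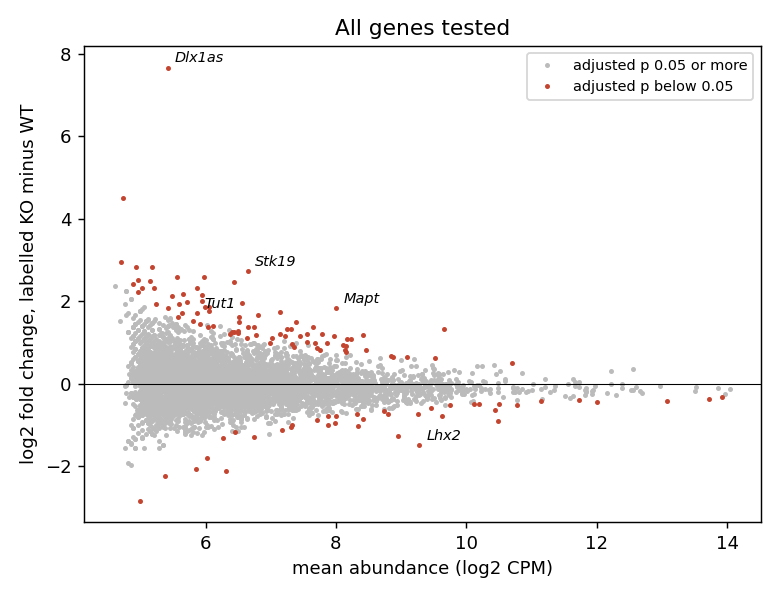
Log2 fold change (libraries labelled Tut1 knockout minus WT) against mean abundance in log2 CPM for the 5878 tested genes, 1 point per gene. The 121 genes at an adjusted p below 0.05 (edgeR) are in red, 82 of them above 0, and the fitted value of Dlx1as, which had no WT count, depends on the prior count.

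**Figure D2:**
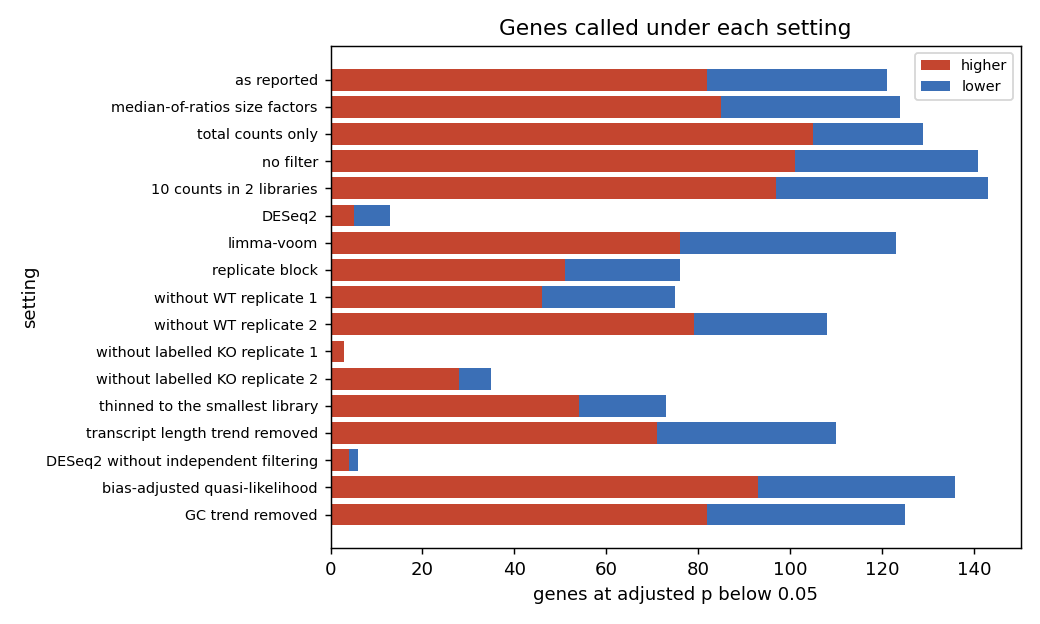
Number of genes at an adjusted p below 0.05 (x axis) under each setting (y axis), with bars starting at 0 and split into genes higher and lower in the libraries labelled Tut1 knockout. The number ranges from 3 without knockout-labelled replicate 1 to 143 with a filter of 10 counts in 2 libraries.

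The 5 largest rises were led by Dlx1as (ENSMUSG00000084946; chromosome 2, 71516454 to 71537891), an antisense RNA that overlaps Dlx1 and Metap1d on the opposite strand. It had 0 counts in both WT libraries and 31 and 19 counts in the libraries labelled knockout, at least 17.3-fold higher against a floor of 3 counts over the WT group. Dlx1 (ENSMUSG00000041911; chromosome 2, 71528113 to 71533981) rose by 2.59 ± 0.55 on the log2 scale (edgeR adjusted p = 0.00494), from 0 and 8 to 34 and 14 counts. Because the handling of strand in the counting is not stated, reads of Dlx1 and Dlx1as could have been exchanged, and both values are uncertain. Cbln2 (ENSMUSG00000024647; chromosome 18, 86711110 to 86718283) rose from 1 and 4 to 22 and 14 counts, with a log2 fold change of 2.83 ± 0.58 and an adjusted p of 0.00381. Stk19 (ENSMUSG00000061207; chromosome 17, 34823993 to 34836945) rose from 4 and 13 to 58 and 52 counts, by 2.74 ± 0.36 (adjusted p = 3.15e-06). Dhrs3 (ENSMUSG00000066026; chromosome 4, 144892827 to 144928209) rose from 4 and 7 to 43 and 23 counts, by 2.60 ± 0.43 (adjusted p = 0.00021). Of these 5 genes, only Stk19 was past the threshold in edgeR whichever library was left out. Cbln2 had an adjusted p of 0.0611 in limma-voom, and Dlx1 had 0.0579 in edgeR after thinning to the smallest library. DESeq2 without its independent filter called only Stk19 and Dlx1as of these 5 genes.

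Among the 5 largest falls, Lhx2 (ENSMUSG00000000247; chromosome 2, 38339281 to 38369733), which encodes a transcription factor of cortical progenitors, was the most abundant. It had 348 and 272 counts in WT and 106 in each library labelled knockout, and its log2 fold change was -1.49 ± 0.18 (edgeR adjusted p = 6.48e-07). Without knockout-labelled replicate 1 its adjusted p was 0.0539, and it was past the threshold under every other setting that was run, DESeq2 included. Gm13584 and Gm27197 overlap it on the opposite strand. Dtnb (ENSMUSG00000071454; chromosome 12, 3572381 to 3781796) went from 25 and 15 to 6 and 2 counts (log2 fold change -2.24 ± 0.52, adjusted p = 0.0108). The long non-coding RNA E330013P04Rik (ENSMUSG00000053117; chromosome 19, 60144675 to 60162591) went from 35 and 47 to 9 and 9 counts (-2.12 ± 0.36, adjusted p = 0.000386). AW047730 (ENSMUSG00000097428; chromosome 3, 88200623 to 88203481), a non-coding transcript that overlaps AI849053, went from 27 and 30 to 11 and 2 counts (-2.07 ± 0.44, adjusted p = 0.00494). The embryonic globin Hbb-bh1 (ENSMUSG00000052217; chromosome 7, 103841637 to 103843164) had 16 and 47 counts in WT and 4 and 13 in the libraries labelled knockout (-1.80 ± 0.46, adjusted p = 0.0279). Its replicates differed widely, globin genes are near-identical copies that can share reads, and its adjusted p was 0.565 without WT replicate 2, 0.630 without knockout-labelled replicate 1 and 0.0899 without knockout-labelled replicate 2. When 1 library was left out, Dtnb lost its call without WT replicate 1 and without either library labelled knockout. AW047730 lost it without either library labelled knockout, and E330013P04Rik without knockout-labelled replicate 1. In limma-voom the adjusted p was 0.177 for Dtnb and 0.0551 for AW047730. After thinning to the smallest library it was 0.0782 for Hbb-bh1 (edgeR). DESeq2 without its independent filter called only Lhx2 of these 5 falls.

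The genes on which the study centred were then compared. Neither Usb1 (ENSMUSG00000031792; chromosome 8, 95332284 to 95347507), which trims the U6 3′ end, nor Trp53 (ENSMUSG00000059552; chromosome 11, 69580359 to 69591873), which encodes p53, was past the threshold. Usb1 had 11 and 2 counts in WT and 6 and 12 in the libraries labelled knockout (log2 fold change 0.52 ± 0.62, edgeR adjusted p = 0.797), so that no difference was detectable at this depth. Trp53 had 15 and 23 against 25 and 25 counts (0.45 ± 0.35, adjusted p = 0.618), and both libraries labelled knockout lay above both WT libraries in CPM. C1qbp (ENSMUSG00000018446; chromosome 11, 70977836 to 70983026) had 19 and 11 against 11 and 11 counts (-0.39 ± 0.44, adjusted p = 0.774). The p53 target Cdkn1a (ENSMUSG00000023067; chromosome 17, 29090976 to 29100727) was higher, at 25.7 ± 15.0 CPM in WT and 96.1 ± 3.2 CPM in the libraries labelled knockout (SD, n = 2 each), a log2 fold change of 1.87 ± 0.39 (edgeR adjusted p = 0.0047). Without WT replicate 1 its adjusted p was 0.0819, and without knockout-labelled replicates 1 and 2 it was 0.200 and 0.086.

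Markers of cell state followed. Pax6 (ENSMUSG00000027168; chromosome 2, 105668900 to 105697364) was at 373.7 ± 58.4 CPM in WT and 336.9 ± 19.6 CPM in the libraries labelled knockout (SD, n = 2 each), which was not past the threshold (edgeR adjusted p = 0.816). Sox2 (ENSMUSG00000074637; chromosome 3, 34650405 to 34652461), which lies within Sox2ot on the same strand, had a log2 fold change of -0.60 ± 0.42 (adjusted p = 0.571). Eomes (ENSMUSG00000032446; chromosome 9, 118478212 to 118486132), a marker of intermediate progenitors, had 0.59 ± 0.24 (adjusted p = 0.224). The neuronal gene Dcx (ENSMUSG00000031285; chromosome X, 143855842 to 143933311) rose from 104.8 ± 6.0 to 235.8 ± 10.3 CPM (SD, n = 2 each), by 1.17 ± 0.24 on the log2 scale (edgeR adjusted p = 0.00461). The proliferation gene Mki67 (ENSMUSG00000031004; chromosome 7, 135689784 to 135716361) went from 551.3 ± 120 to 330.6 ± 9.0 CPM (SD, n = 2 each), a log2 fold change of -0.74 ± 0.18 (edgeR adjusted p = 0.0173). Dcx lost its call without either library labelled knockout, at adjusted p of 0.160 and 0.0899. Mki67 was retained only without WT replicate 2, and had an adjusted p of 0.388 without WT replicate 1, 0.333 without knockout-labelled replicate 1 and 0.202 without knockout-labelled replicate 2. Emx1 (ENSMUSG00000033726; chromosome 6, 85187438 to 85204462) had 6 and 7 counts in WT and 1 and 2 in the libraries labelled knockout, too few for the filter. Tested without the filter, its adjusted p was 0.388 (edgeR). In DESeq2 with its independent filter, the adjusted p was 0.11 for Dcx and 0.122 for Mki67. After thinning to the smallest library, that of Mki67 was 0.0522 (edgeR).

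**Figure D3:**
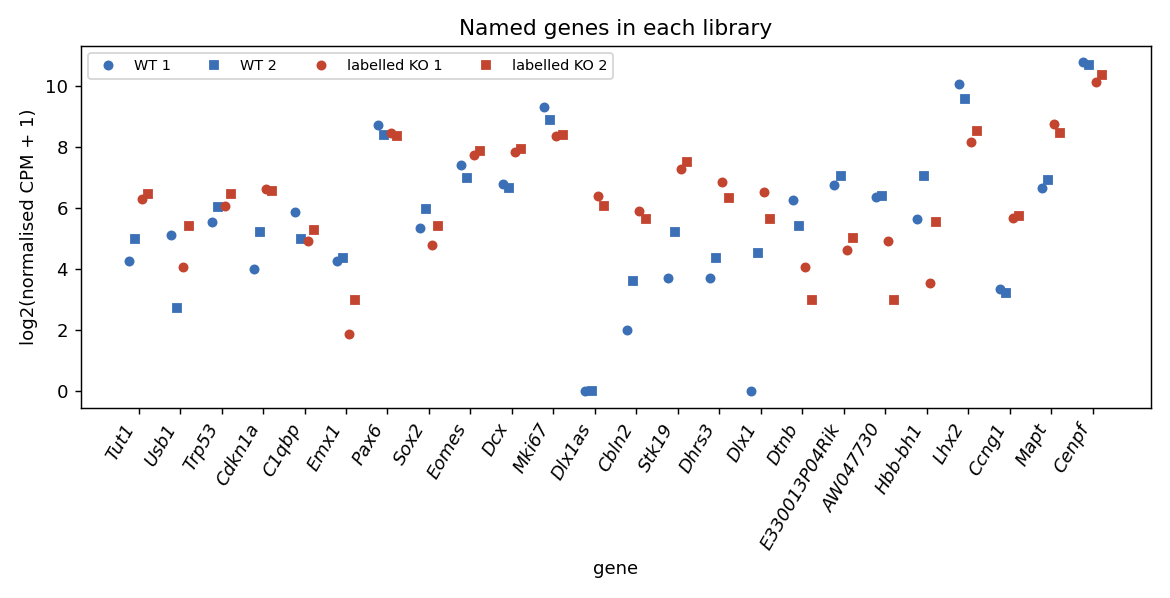
Level of each named gene (x axis) in each library as log2 of normalised CPM plus 1 (y axis), 1 point per library, with WT in blue, libraries labelled Tut1 knockout in red, replicate 1 as circles and replicate 2 as squares. Tut1 lies at 18.2 and 30.7 CPM in WT and at 77.1 and 86.8 CPM in the libraries labelled knockout.

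To ask whether pathways examined in the study moved as a whole, 8 gene lists written before the data were examined were tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 8 lists. The list of p53 targets was higher in the libraries labelled knockout, with a median log2 fold change of 0.80 over 11 tested members, of which 9 were higher (adjusted p = 1.17e-05). Of these members, 2 were past the threshold over all genes tested, Cdkn1a and Ccng1, and 6 when adjusted over the list alone. DESeq2 with its independent filter called 0 of the members and limma-voom called 1. Without that filter DESeq2 called neither Cdkn1a nor Ccng1. Ccng1 (ENSMUSG00000020326; chromosome 11, 40748552 to 40755311) had 3 and 3 counts in WT and 19 and 15 in the libraries labelled knockout. Its adjusted p in edgeR was 0.266 and 0.156 without knockout-labelled replicates 1 and 2, and it was 0.145 in limma-voom. The list of intermediate progenitor and neuron markers was also higher, with a median of 0.59 over 15 members, 14 of them higher (adjusted p = 5.03e-08). There, 2 members were called over all genes, Dcx and Mapt, and 7 when adjusted over the list alone. DESeq2 called 1 member of that list and limma-voom called 3. Mapt (ENSMUSG00000018411; chromosome 11, 104231390 to 104332090) rose from 33 and 43 to 162 and 101 counts, by 1.83 ± 0.22 (edgeR adjusted p = 8.85e-07), and it was past the threshold under every setting that was run.

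Other lists were lower. The proliferation list had a median log2 fold change of -0.38, with 29 of 33 members lower (camera adjusted p = 0.000616). Its members Mki67 and Cenpf were called over all genes, and 4 when adjusted over the list alone. DESeq2 called 0 of its members and limma-voom called 3. Cenpf (ENSMUSG00000026605; chromosome 1, 189640606 to 189688086) went from 572 and 585 to 421 and 374 counts, and its call was lost without any 1 of the 4 libraries, where its adjusted p ranged from 0.0741 to 0.379. The list of neural stem and progenitor markers had a median of -0.22 over 16 members, 12 of them lower (adjusted p = 0.01), with Lhx2 called over all genes and 2 members when adjusted over the list alone. DESeq2 called 1 of these members and limma-voom called 2. Splicing factors had a median of -0.14, with 42 of 52 members lower (adjusted p = 0.00113). No splicing factor was called singly by edgeR, over all genes or when adjusted over the list alone, and 7 were at an unadjusted p below 0.05. DESeq2 and limma-voom called 0 of them.

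The 3 remaining lists were not past the threshold. The unfolded protein and integrated stress response had a median log2 fold change of 0.01 over 10 members, with a mean of -0.09 and a downward test direction (camera adjusted p = 0.468). No member was called by edgeR, over all genes or when adjusted over the list alone, 1 was at an unadjusted p below 0.05, and DESeq2 and limma-voom called 0. The list of U6 snRNP and U6 3′ end factors had a median of -0.02 over 23 members, a mean of 0.13 and an upward test direction (adjusted p = 0.387). Of it, only Tut1 was called over all genes, and 4 members when adjusted over the list alone. DESeq2 called 0 members of this list and limma-voom called 2. Genes whose splicing the study had assayed by qPCR had a median of -0.14 over 14 members (adjusted p = 0.468), and 0 were called by edgeR, over all genes or when adjusted over the list alone. None was at an unadjusted p below 0.05, and DESeq2 and limma-voom called 0. Most of them were assayed for intron retention, and Ube2v2 and Rit1 for alternative exon usage. Pnisr, Prpf4b, Ube2v2 and Rit1 were assayed in cultured neural stem cells, and others, such as C1qbp, in this tissue, so for the latter the list is not independent evidence. A count per gene does not show how its transcripts were spliced.

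Of the 5 lists past the threshold with camera, p53 targets, neuron markers and splicing factors held under fry, at adjusted p of 0.0211, 0.0211 and 0.026. The proliferation list (0.267) and the stem and progenitor list (0.288) did not. With the correlation between genes estimated from these 4 libraries, none of the 5 was past the threshold, and the smallest adjusted p was 0.137. That form of camera has 2 degrees of freedom here. At an unadjusted p below 0.05 it found a simulated list raised by 0.6 on the log2 scale in 20 of 20 simulations. The simulation did not score adjusted p, by which the real lists were judged. It therefore cannot decide whether the few degrees of freedom account for the loss. The result of that form is kept as a limit on all 5 lists. The estimated correlations of p53 targets (-0.07), splicing factors (-0.011) and neuron markers (-0.019) were below the preset 0.01, so correlation between their members does not account for the loss in these 3 lists.

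**Figure D4:**
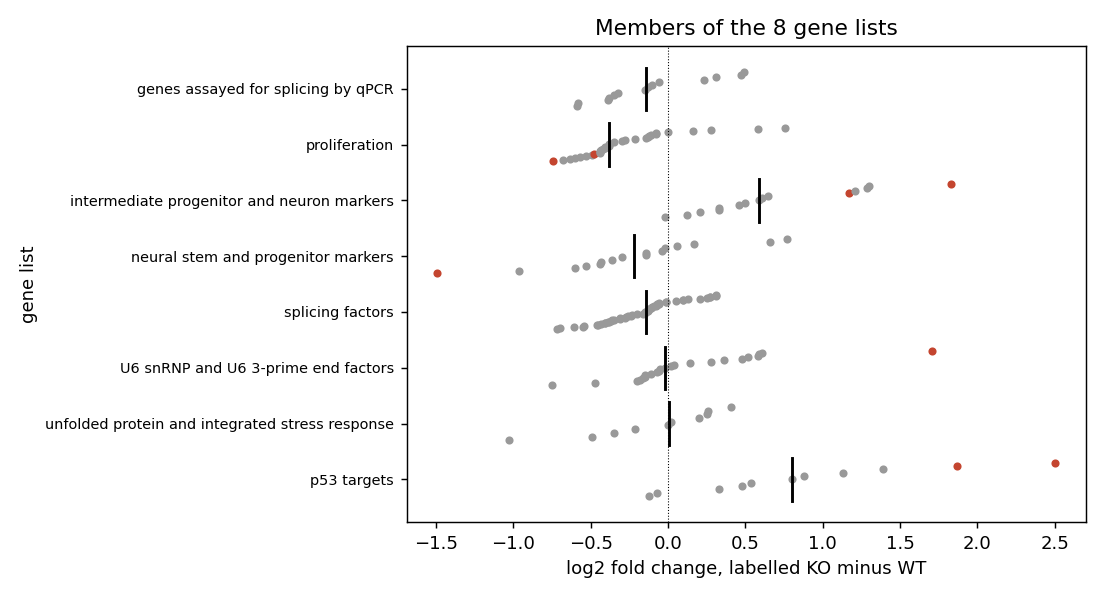
Log2 fold change (x axis, libraries labelled Tut1 knockout minus WT) of each tested member of the 8 gene lists (y axis), 1 point per gene, in red where the adjusted p over all genes was below 0.05 (edgeR), with the median of each list as a black bar. Medians reach from -0.38 for the proliferation list to 0.80 for p53 targets.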

Values the study reported

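For this tissue at the same stage, the study reported that over 12,000 genes were detected in either group. It counted 16 differentially expressed genes, at a fold change above 2 and an FDR below 5%. It also gave 533 altered splicing events, which fell in 376 genes, and put 35.27% of them down as increased intron retention.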

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

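The alternatives added after the data were seen were the bias-adjusted quasi-likelihood, the removal of the GC trend and DESeq2 without its independent filter.

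The 121 genes called (80 more than 2-fold) stayed within 1.5 times under median-of-ratios size factors, total counts only, no filter, the filter of 10 counts in 2 libraries, limma-voom, the removal of the transcript length trend, the removal of the GC trend and the bias-adjusted quasi-likelihood. There the number ranged from 110 to 143 (65 or more of them more than 2-fold). None of the 121 changed sign under any setting that gave it a value. Total counts only raised the share of higher genes to 81.4%, and limma-voom gave 61.8%, against 67.8%. The median log2 fold change over tested genes was -0.014 with TMM and 0.048 with total counts only.

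DESeq2 called 13 genes, 8 of them more than 2-fold, and 38.5% of the 13 were higher. Its independent filter left 1047 genes with an adjusted p, and 68 of the 121 had none. Without that filter it called 6, all 6 more than 2-fold. In simulated data DESeq2 also found fewer true changes than edgeR. There it was given only the 5878 genes kept by the filter of edgeR, and here all 15083 genes with a count. The simulation therefore does not account for the size of the drop from 121 to 13. Thinning every library to the smallest total gave 73 genes, 68 of them among the 121, over 5156 tested genes.

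The replicate numbers are shared between genotypes, but the difference between replicates 1 and 2 in WT correlated at -0.061 with that in the libraries labelled knockout, across genes, so the numbers do not pair the samples. With the replicate block, 76 genes were called (56 more than 2-fold). The block left the side of the threshold of all 8 gene lists as it was.

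Leaving out 1 library gave 3 to 108 genes (3 to 98 more than 2-fold). The lowest was without knockout-labelled replicate 1, followed by 35 (33 more than 2-fold) without knockout-labelled replicate 2 and 75 without WT replicate 1. Each of these settings compares 1 library with 2, so the smaller sample alone does not account for the range. The cause was not tested.

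Tut1 was higher under every setting. Its log2 fold change ranged from 1.39 to 2.13 when 1 library was left out, with adjusted p of 0.0132 to 0.200. It was 1.72 in DESeq2 without the independent filter, at an adjusted p of 1, and had no adjusted p with that filter. Over the other settings its adjusted p was between 0.00747 and 0.0401.

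Of the gene lists, fry gave an adjusted p of 0.288 for stem and progenitor markers and 0.267 for proliferation. Camera with an estimated correlation, on 2 degrees of freedom, gave 0.137 for p53 targets, splicing factors and neuron markers, 0.402 for stem and progenitor markers and 0.313 for proliferation. When 1 library was left out, the adjusted p of stem and progenitor markers ranged from 0.00135 to 0.237, and that of the U6 list from 0.0338 (without WT replicate 1) to 0.892. The causes were not tested. With total counts only, the median of the U6 list went from -0.02 to 0.04 and those of the other 7 lists kept their sign.

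Over named genes, 352 values were computed under alternatives. Of these, 286 kept their direction and side of the threshold, 62 lost the threshold in the same direction, and 4 reversed, in genes that were not called. Leaving out 1 library moved the log2 fold change of Usb1 between -0.30 (without WT replicate 2) and 2.21 (without WT replicate 1), and it was -0.25 without knockout-labelled replicate 2. C1qbp went from -0.80 to 0.10 and Pax6 from -0.31 to 0.01, both without WT replicate 2 and without WT replicate 1 respectively. DESeq2 gave no adjusted p for 16 of the named genes, and those are not counted as lost.

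Requiring 5 counts, or thinning, lowered the number of detected genes. Thinned libraries had 12107 and 12298 genes in WT, and 12667 in knockout-labelled replicate 1. The lowest correlation within a genotype was 0.9348 over genes with a mean count of 10 or more. Depth limits what could be called: edgeR found 36.7% of simulated 2-fold changes.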

Other observations

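Tests chosen only after the result was seen were those of the region around Tut1, the label swap, the share of neural cells, ventral tissue, short non-coding RNA and chromosome 17.

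The number of genes past both thresholds was 80 here. That is higher than the value quoted from the study above, which the study credits to FLAIR, whereas 80 came from edgeR. DESeq2 was planned as an alternative because it was taken to be the test that FLAIR calls, which the study does not state. With its independent filter it gave 8, which is lower than the quoted value.

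Tut1 counts were higher in the libraries labelled Tut1 knockout. A change of the whole region was argued against, since the 15 other tested genes within 0.5 Mb had a median log2 fold change of -0.17. Removing each library's trend on transcript length left Tut1 at 1.70 (edgeR adjusted p = 0.014). At a log2 fold change of 1.71, the 2 genotype labels may have been swapped, or the recombined allele may give more transcript that lacks an exon. The p53 targets speak against a swap, if p53 is active in knockout palliums at this stage, as the study found at a later one. They were higher in the libraries labelled knockout, with a median of 0.80 and 9 of 11 members higher (camera adjusted p = 1.17e-05, fry 0.0211, camera with an estimated correlation 0.137). Cdkn1a went from 5 and 13 to 37 and 27 counts and Ccng1 from 3 and 3 to 19 and 15, though neither gene was called when library 1 or library 2 of those labelled knockout was left out. Whether p53 was active in the knockout at this stage was not tested by other means, and a count over the whole gene does not see the exon, so the swap stays open.

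All 4 tested members of the microglia list (Cx3cr1, Csf1r, Aif1 and Tyrobp, of 12 listed and in the table) were called higher in the libraries labelled knockout, with a median log2 fold change of 2.17. Csf1r, the most abundant, had 16 and 20 counts in WT and 58 and 34 in the libraries labelled knockout. The list's summed CPM was 109.0 and 106.1 against 441.1 and 354.3. No member is in another list. If a lower share of neural cells had raised every other cell type alike, blood genes would rise as much, but the log2 ratio of the microglia sum exceeded that of the blood sum by 1.67. The lowest microglia ratio over library pairs was 1.70 and the highest blood ratio was 0.71. Sex was argued against as the cause, since among the 3 male libraries the median was 2.15. The calls rest on few counts. Of the 4 genes, 0 were past the threshold without knockout-labelled replicate 1, 2 without knockout-labelled replicate 2, 2 without WT replicate 1 and 4 without WT replicate 2. More microglia with the deletion, or a difference in what was dissected, may each explain the rise, as hypotheses that were not tested.

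The other tissue lists were mixed. Log2 ratios of mean summed CPM were 1.16 for ventral telencephalon, 0.84 for mesenchyme and meninges, 0.67 for endothelium and pericytes, 0.54 for choroid plexus, hem and roof plate, 0.21 for blood and 0.07 for diencephalon. For the last 3 of these the ratios over library pairs went both ways. The ventral ratio ranged over library pairs from 0.09 to 2.9, and the mesenchyme ratio from 0.27 to 1.52. In both lists WT replicate 1 had the lowest summed CPM, at 30.3 and 351.4, against 134.1 and 653.6 in WT replicate 2. In the choroid list Ttr had 31 and 26 counts in WT and 114 and 29 in the libraries labelled knockout, so its rise rests on knockout-labelled replicate 1.

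Dlx1 and Dlx1as are transcripts of ventral telencephalon. The other 8 genes of that list found in the table had a log2 ratio of summed CPM of 0.69, but their counts of 10 and 40 in WT and 51 and 27 in the libraries labelled knockout overlap. Ventral tissue in the dissection and a change of Dlx1 in pallial cells cannot be told apart at these counts.

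Neuron genes rose while proliferation genes fell. Ventral tissue alone was argued against for the neuron genes, since the 4 tested genes of pallial glutamatergic cells (Eomes, Tbr1, Neurod2 and Neurod6) were all higher, with a median of 0.94. Among the 3 male libraries the neuron list had a median of 0.79, and with the length trend removed it had 0.54, against 0.59. A shift from dividing progenitors to neurons, or older embryos within the day, may explain this, and the labels do not give the age more finely. Neither was tested.

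Rn7sk, a short non-coding RNA (chromosome 9, 78175303 to 78175633), had 0 and 1 counts in WT and 13 and 14 in the libraries labelled knockout (edgeR adjusted p = 0.00248). A gain shared by Rmrp, Rny1 and Rny3 was argued against, since their sum had a log2 ratio of -0.58. That sum rests on few counts, 15 and 24 in WT and 10 and 14 in the libraries labelled knockout. Other non-coding RNAs that were not called went both ways. Log2 fold changes were 0.615 for Bc1, 0.604 for the mitochondrial rRNA mt-Rnr1 and -1.047 for the mitochondrial tRNA mt-Tt. A gain of some other kinds of non-coding RNA therefore stays open. Rn7sk has many copies in the genome that can share its reads, and this was not tested.

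Stk19, Aif1 and Mrps18b lie close together on chromosome 17. They were the 3 genes called among 52 tested between 33 and 38 Mb, against 2% of genes elsewhere. At an unadjusted p below 0.05 the region had 10 of 52 genes (19.2%), against 14.1% elsewhere, and 7 of the 10 were not called. The region was picked for its calls, so these shares do not test a strain haplotype carried with the mutant line. Both groups are homozygous for the floxed allele by the listing in the study, so a haplotype linked to that allele would not separate them. A haplotype that differed between the embryos for another reason stays open. Within 10 Mb of Emx1, where a strain haplotype might accompany the Cre insertion, 4.3% of 46 tested genes were at that level, against 14.3% elsewhere (exact one-sided p = 0.993). No excess was seen near Emx1, but abundance alone cannot exclude a haplotype there.

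If mature mRNA were lost from genes with many introns, log2 fold change would fall with the number of introns. Across 5501 protein-coding genes the partial Spearman correlation with transcript length held was 0.001, against 0.015 between the WT libraries and 0.012 between the libraries labelled knockout. Genes are not independent replicates. No such loss was seen.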
